A study of Homo sapiens with 44 samples.

How the data were processed

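RNA was measured in 44 libraries of the human embryonic stem cell line H1, each from 1 culture well. The libraries fall into 12 groups by the day given in the labels. Pluripotent cells on laminin LN-521 form one group, and cells on LN-521 plus LN-221 at days 0, 1, 3, 5, 7, 9, 11, 14, 20, 30 and 90 form the others. Day 5, 7, 9 and 11 have 5 libraries each and every other group has 3. The series text gives 3 wells for day 11, while the sample labels give 5, and all 5 were used.

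Per the labels' protocols, total RNA was isolated with a column kit and made into stranded total-RNA libraries. These were sequenced as 150 bp paired-end reads with 10 libraries per lane. The aligner, the gene quantifier, the genome build and annotation, and whether counting used the strand are not stated in the labels or the file headers. Total-RNA libraries keep non-coding RNA, and small structural RNAs therefore take a large part of the values per transcript length.

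The authors deposited estimated counts per gene, not scaled between libraries. Of these values 93.8% were whole numbers and the rest had decimals, so reads had been shared between genes by a method that is not named. The authors also deposited TPM, which are scaled for transcript length and to the same sum in every library. Another deposited table gives an RNA integrity score from 1 to 10 for each library, its sequencing lane (5 lanes) and a sequencing batch, which is 1 for every library. All 44 columns of both gene tables were matched to a labelled sample by name, and 0 columns were left unmatched.

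Both gene tables list 60499 Ensembl gene identifiers without names. Symbols, gene types and coordinates (GRCh38, counted from 1) come from GENCODE release 29, in which 56769 identifiers were found and 3730 were not. The authors' own build is not stated, so coordinates describe the annotation used here. Because neither the counting rule nor its use of strand is stated, genes that overlap another gene or share sequence with a copy have uncertain values. The report notes this for some of them only. The other named genes that overlap a tested gene are POU5F1, SOX2, TNNT2, PAX6, ACTA2, TAGLN, LAMA5, MTTP, ABAT, DPH5, MGP, AHSG, ALAS2, LRRC4, NPPA, HABP2 and RBP4.

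Estimated counts were rounded to whole numbers. Genes with too few counts were removed with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 22955 genes. Libraries were scaled by TMM, the trimmed mean of M values. A quasi-likelihood model with 1 mean per group was fitted to all 44 libraries, which share 1 estimate of the spread between wells, and the 13 comparisons were taken as contrasts. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 1 in either direction. Levels are given as CPM, counts per 1e6 counts, after TMM scaling, as mean ± SD over wells, and log2 fold changes carry an approximate standard error (SE). The SE is the size of the log2 fold change divided by the square root of its quasi-likelihood F statistic. It was not estimated by the fit itself. Adjusted p values of single genes are from edgeR's quasi-likelihood test over all 22955 genes unless a list is named.

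In all, 11 lists with 52 different marker genes, each tied to 1 comparison, were written before the data were examined. Their p values were adjusted over the list alone and, beside that, over all genes. The rule for other named genes was also fixed then. For each comparison it takes the 2 called genes with the largest rise and the 2 with the largest fall. They needed a proper symbol, a mean TPM of at least 10 in the higher group and TPM ranges of the groups that do not overlap. For day 7 against day 5, 1 of these genes is not reported here. Genes named outside the lists and this rule were chosen after their values were seen.

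For 5 single values per library, namely 2 comparisons of the mitochondrially encoded share of counts and 3 of a log2 ratio of TPM, groups were compared with two-sided exact permutation tests of the difference in means. Their p values were adjusted over the 5 tests. Principal components were computed on log2(TPM + 1) of the 13664 genes with a mean TPM of at least 1. Relations between measures of a library were computed on deviations from the group means, with 100000 permutations within groups.

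Total counts per library ranged from 6937136 to 33498022. A share of counts carries a 95% Wilson interval, and the smallest level a library can show was taken as 3 counts, which is 0.0919 to 0.410 CPM. The libraries have no molecular identifiers, so intervals and floors cover counting error only. They do not cover reads from other libraries of the lane, for which the observations give a test. A fold against a group in which no library is above 3 counts is a lower bound against that floor.

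The steps were tested on simulated data. Counts were drawn for the 22955 genes with 200 genes changed by known folds. The test called 86% of the changed genes for day 9 against day 0 and 93% for day 9 against day 7, with 7 and 5 unchanged genes called. With no gene changed, for day 11 against day 7 with 5 wells each, it called 0 of 22955 genes. Each gene had the same dispersion, a measure of the spread between wells, in all simulated groups. The real dispersion within groups ran from 0.00613 at day 0 to 0.341 at day 30. All simulated changes had the same size, in genes that were not low in counts. False calls under unequal spread or with 3 against 3 wells were therefore not tested.

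Alternatives fixed before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, a minimum of 50 counts in at least 3 libraries, no fold change threshold, and a fit of only the groups compared. A replicate block, limma 3.58.1 on log2(TPM + 1), and leaving out each replicate in turn were fixed then as well. Added after seeing the data were the lane as covariate, the integrity number as covariate, a day 9 to day 11 comparison of libraries with an integrity number of at least 9, TPM rescaled to protein-coding genes, principal components of log2 CPM, and a comparison of the mitochondrially encoded shares between same-numbered wells only.

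The replicate block uses the replicate numbers of the labels. Whether same-numbered wells of different groups deviate together was checked as the correlation over genes of their deviations from the group means. Its mean over all 158 same-numbered pairs was 0.029, and it was 0.0097 over the 171 pairs in the same lane. The chi-square statistic per degree of freedom between replicate libraries was at least 5.02, so no pair agreed within sampling noise. Lanes and groups are not balanced. Day 90 was sequenced in lanes 4 and 5 only, while days 1, 3, 14 and 20 used lanes 1 to 3 only.

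Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used for the remaining steps, and Matplotlib 3.10.9 for the plots. Raw reads and splice isoforms were not analysed here.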

Results

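H1, an established human embryonic stem cell line, was followed from the pluripotent state through directed differentiation towards the cardiovascular lineage. Laminins are basement-membrane proteins that bind cells through integrins. Pluripotent cells were kept on laminin LN-521, and all other wells carried LN-521 together with LN-221. Cells were taken to confluence (day 0) and given CHIR99021, an inhibitor of the kinase GSK3 that activates Wnt signalling. IWP2, an inhibitor of Wnt production, followed at day 3. The medium changed from an insulin-free to a complete supplement after about day 10. RNA of 44 wells was sequenced, with 5 wells each at days 5, 7, 9 and 11 and 3 wells in every other group.

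Total estimated counts averaged 24717857 ± 5681461 per library (SD, n = 44) and ranged from 6937136 at day 20 to 33498022 in pluripotent cells. The day 14 and day 20 groups were the least even, with 16819199 ± 9753181 and 20387579 ± 11648935 (SD, n = 3 each). At least 10 counts were found for 17393 ± 446 genes per library (SD, n = 44). The RNA integrity number was 9.36 ± 0.772 (SD, n = 44) and ranged from 7.4 to 10. Protein-coding genes held 82.3 ± 5.36% of the counts but only 28.5 ± 7.90% of TPM (SD, n = 44), between 15.4% and 41.9%. RN7SL2 and RN7SL1, the RNA components of the signal recognition particle, held 19.5% and 18.8% of TPM on average. Near-identical copies of such RNAs share reads, so each single value is uncertain.

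Replicate libraries of a group correlated over genes with a median Spearman's rho of 0.963 over 64 pairs, from 0.855 to 0.988. Genes are not independent replicates, so these values describe similarity only. With every gene above 0 included the median was 0.910. By group the median fell from 0.984 at day 0 to 0.876 at day 14. The biological coefficient of variation within groups was 7.83% at day 0, 25.6% at day 9, 58.4% at day 30 and 41.7% at day 90.

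The first principal component of log2(TPM + 1) carried 41.0% of the variance and the second 20.2%. On the first, pluripotent libraries lay at -85.4 ± 16.8 (SD, n = 3), day 9 libraries at 35.7 ± 29.9 (SD, n = 5) and day 90 libraries at 92.3 ± 5.38 (SD, n = 3). Its share was 39.3% with a pseudocount of 0.1 and 37.8% with all genes above 0. On TMM-scaled log2 CPM, chosen after seeing the data, the first component carried 38.2% and the second 16.8%. There the group means of the first component rose at every sampled day from day 1 (-152.9 ± 5.87, SD, n = 3) to day 90 (104.0 ± 10.5, SD, n = 3). The second component fell from 63.1 ± 2.62 (SD, n = 3) in pluripotent cells to -82.5 ± 11.97 (SD, n = 5) at day 5 and rose to 101.5 ± 10.6 (SD, n = 3) at day 90. Its SD reached 32.5 at day 20 (n = 3).

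**Figure D1:**
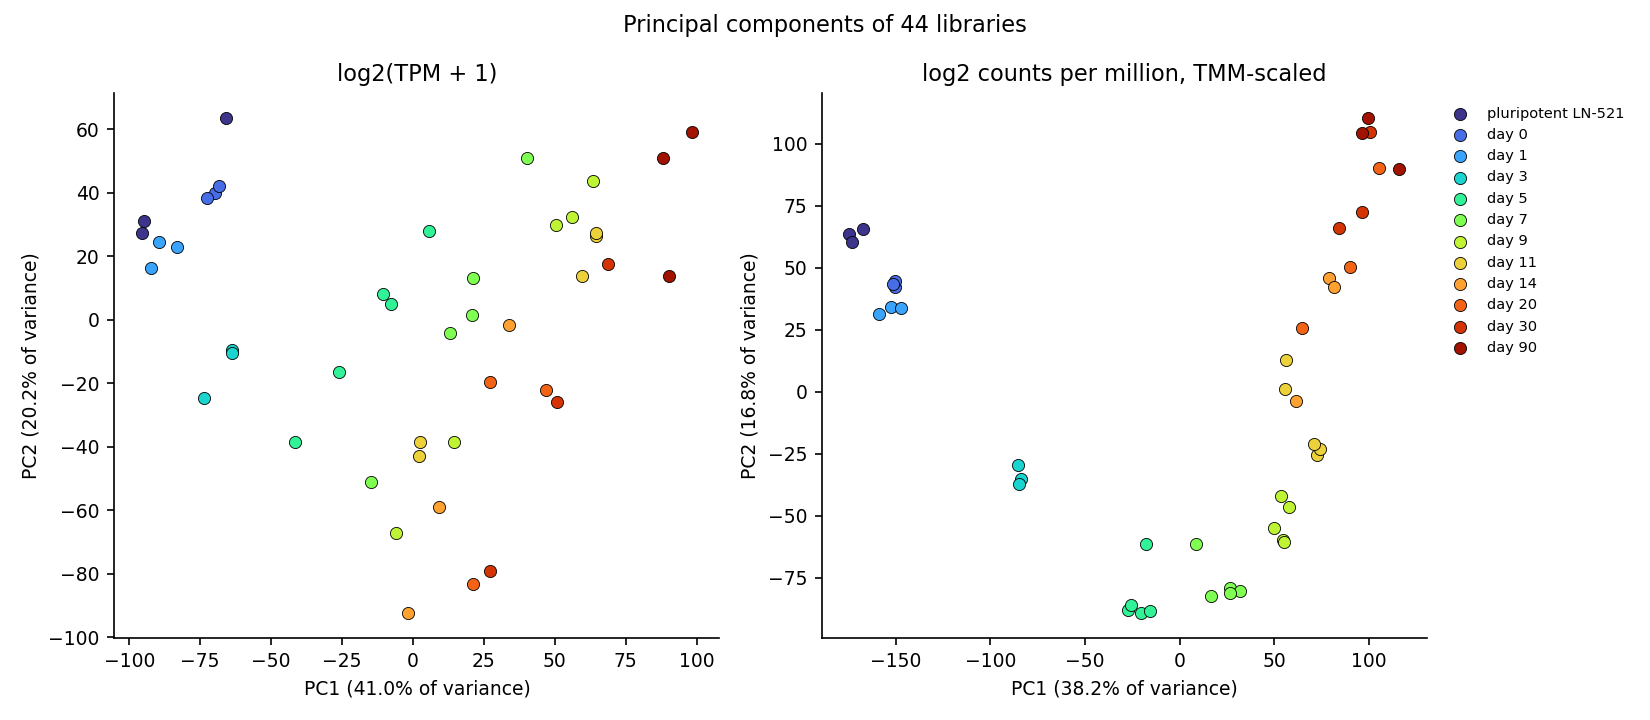
First and second principal components of the 44 libraries (points, coloured by group), on log2(TPM + 1) at left and on TMM-scaled log2 CPM at right, with axes in component scores. The first components carry 41.0% and 38.2% of the variance, and at right the group means follow the sampled days from day 1 to day 90 along the first axis.

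Each step between sampled days was tested with edgeR's quasi-likelihood test on all 22955 genes. The counts of called genes were 669 for day 0 against pluripotent cells, 3102 for day 1 against day 0, 4093 for day 3 against day 1 and 2317 for day 5 against day 3. Fewer genes were called afterwards, with 838 for day 7 against day 5, 293 for day 9 against day 7, 375 for day 11 against day 9, 160 for day 14 against day 11 and 11 for day 20 against day 14. The count then came to 463 for day 30 against day 20 and 1168 for day 90 against day 30. Groups differ in size and spread, so the counts are not a measure of effect size alone. In all, 7996 genes (34.8%) were called in at least 1 of these steps.

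The long comparisons called 7278 genes for day 9 against day 0 and 5485 for day 90 against day 9. Of the former, 2740 were called in both, and 1525 of those changed in opposite directions. Reversals were common early, but both comparisons use the wells of the shared day with opposite sign. Noise in those wells alone favours reversals, and no count without real change was computed. The same holds for the 1525 genes, where day 9 is shared. Of the 885 genes higher at day 1 than at day 0, 336 were lower again at day 3 than at day 1, and of the 2217 lower genes 915 were higher again. Of the 2533 genes that rose from day 1 to day 3, 363 fell to day 5, and of the 1560 that fell 148 rose. The first comparison depended on the setting. Testing TPM with limma called 45 genes in place of 669, and a fit of only the groups compared called 1792.

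Results on TPM and on scaled counts differed. Over genes with a mean TPM of at least 10, the median log2 change on TPM minus that on TMM-scaled counts was -0.93 for day 90 against day 30, -0.62 for day 90 against day 9, -0.30 for day 9 against day 0 and 0.55 for day 14 against day 11. RLE and TMM scaling differed by 0.08 at most. The split of calls therefore depended on the unit. For day 9 against day 0, 54.1% of calls were higher on counts and 30.5% on TPM. For day 90 against day 9 the shares were 49.9% and 19.8%, and for day 90 against day 30 they were 52.1% and 5.68%.

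**Figure D2:**
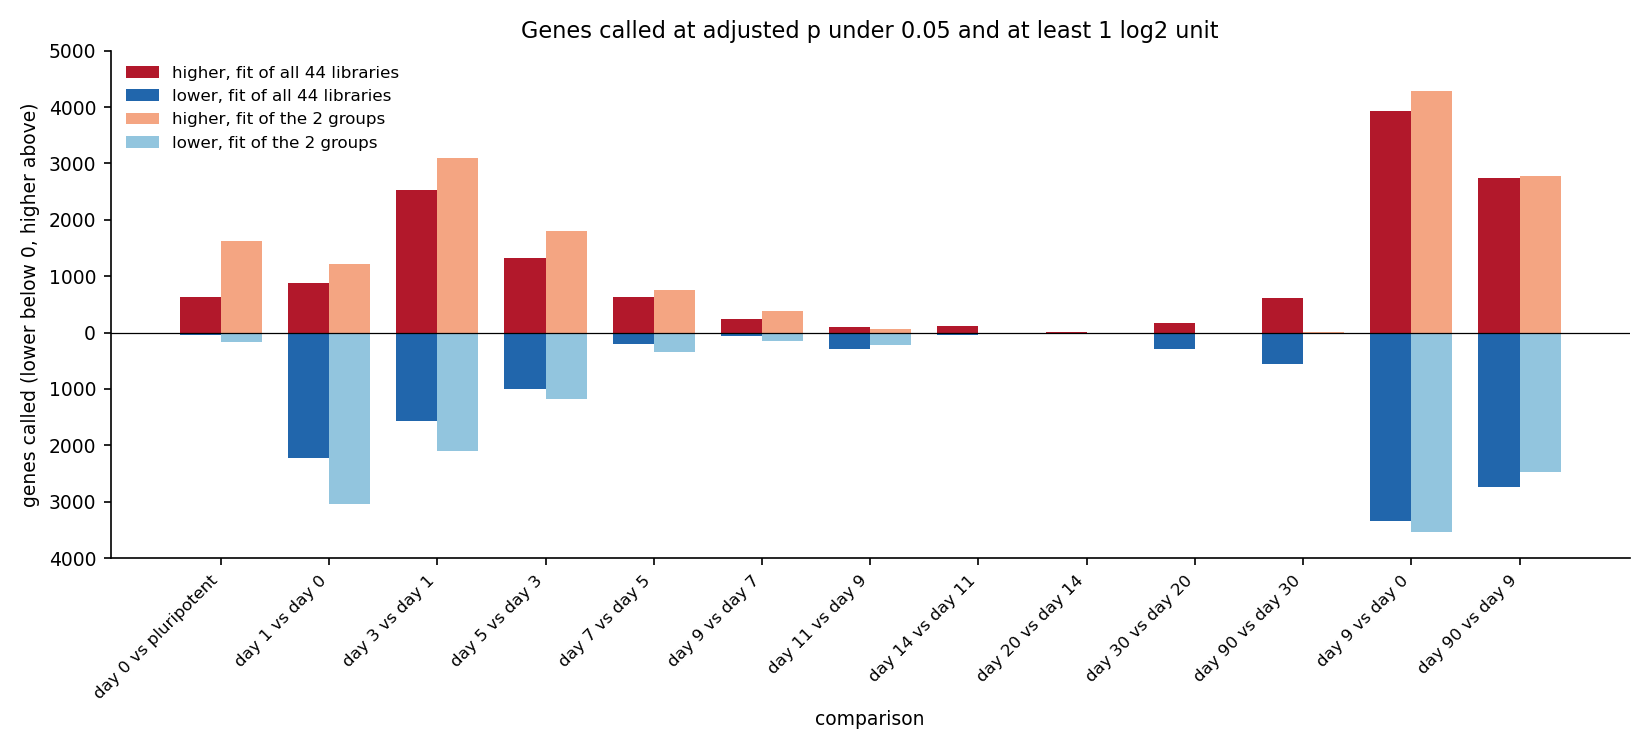
Number of genes called higher (above 0) and lower (below 0) in each of the 13 comparisons, with dark bars for the fit of all 44 libraries and pale bars for a fit of only the groups compared. The fit of all libraries called 4093 genes from day 1 to day 3 and 11 from day 14 to day 20, and the fit of the compared groups called 0 genes for each step between day 11 and day 30.

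Day 0 against pluripotent cells addresses what changed with the added laminin and confluence before CHIR99021, which the design does not separate. Of the 669 called genes 627 were higher (93.7%) and 42 lower, while limma on TPM gave 71.1% higher among 45. DLK1 (ENSG00000185559, chromosome 14, 100725705 to 100738224, GRCh38) was 31.1 ± 3.22 CPM at day 0 and 1.94 ± 0.368 in pluripotent cells (SD, n = 3 each), a log2 change of 3.99 (SE 0.72, adjusted p 0.0007). FOS rose by a log2 change of 3.95 (SE 0.69, adjusted p 0.00048). The largest falls were HIST1H3C (log2 change -2.37, adjusted p 0.014) and HIST1H2BB (-2.21, adjusted p 0.016), short histone genes whose near-identical copies make the values uncertain. Of 8 laminin and integrin genes, 0 passed adjustment over the list, and 2 had an unadjusted p under 0.05. LAMA5, which encodes the alpha chain of LN-521, was 195 ± 9.66 against 84.6 ± 24.6 CPM (SD, n = 3 each) with a list-adjusted p of 0.054. LAMB1, which overlaps DLD on the other strand, had the same list-adjusted p. Under the alternatives RLE, DESeq2, both other filters and the replicate block, 2 of the 8 passed. In the fit of the compared groups 5 passed, so this result depends on the model.

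Day 1 against day 0 spans the first day of GSK3 inhibition. No well without CHIR99021 was sampled at day 1, so other changes of that day are not separated from its effect. Fewer of the 3102 called genes rose (885) than fell (2217), which is 28.5% higher against 49.4% on TPM. All 4 mesendoderm genes on the list were higher. TBXT (ENSG00000164458, chromosome 6, 166157656 to 166168700) rose from 0.327 ± 0.136 to 311 ± 51.7 CPM (SD, n = 3 each), a log2 change of 9.87 (SE 0.72, adjusted p 2.5e-12). EOMES rose by 9.64 (SE 0.75, adjusted p 4.1e-12) and MIXL1 by 8.52 (SE 0.68, adjusted p 7.2e-12). MESP1 stayed low, at 0.935 ± 0.192 CPM at day 1 (SD, n = 3), with an adjusted p of 0.014. The 4 Wnt target genes were all higher, with log2 changes of 7.76 for SP5, 4.77 for LEF1, 4.05 for NKD1 and 2.50 for AXIN2, and adjusted p values of 1.9e-09 or lower. AXIN2 (ENSG00000168646, chromosome 17, 65528563 to 65561647) went from 53.2 ± 1.78 to 300.2 ± 49.8 CPM (SD, n = 3 each). DKK4 and EVX1 had the largest rises. Their day 0 libraries were at or under 3 counts, and the rises were at least 464-fold and at least 831-fold. NPTX1 (log2 change -7.26, adjusted p 1.9e-10) and PRDM14 (-5.31, adjusted p 1.1e-09) had the largest falls. Antisense or overlapping genes lie on LEF1, EVX1, AXIN2 and NKD1, so their values are uncertain to that extent.

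From day 1 to day 3 the count of called genes was the highest of the steps, with 2533 higher and 1560 lower. CFC1 rose from 0.278 ± 0.0708 to 219 ± 41.6 CPM (SD, n = 3 each), a log2 change of 9.59 (SE 0.63, adjusted p 2.1e-14). SCGB1A1 had 0 counts at day 1 and rose at least 61.7-fold. THBS2 fell from 127 ± 9.62 to 0.765 ± 0.0840 CPM (SD, n = 3 each, adjusted p 3.1e-09). MT1H, one of a family of similar metallothionein genes, fell at least 51.4-fold. MESP1 reached 23.8 ± 6.61 CPM and SOX17 73.4 ± 12.2 CPM at day 3 (SD, n = 3 each). TBXT at day 3 was 19.5 ± 2.11 CPM (SD, n = 3).

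Day 5 against day 3 spans the addition of the Wnt production inhibitor. Of 2317 called genes, 1321 were higher and 996 lower, 57.0% against 27.8% on TPM. All 4 Wnt target genes were lower at a list-adjusted p under 0.05. SP5 fell from 52.9 ± 4.05 (SD, n = 3) to 6.87 ± 1.48 CPM (SD, n = 5), a log2 change of -2.94 (SE 0.38, adjusted p 3.3e-07). NKD1 changed by -2.70 (SE 0.32, adjusted p 6.4e-08) and AXIN2 by -1.67 (SE 0.18, adjusted p 7.6e-09). LEF1 changed by -0.68 (SE 0.28) with a list-adjusted p of 0.022 and an adjusted p over all genes of 0.096. AXIN2 had already returned to 53.3 ± 5.10 CPM at day 3 (SD, n = 3), close to its day 0 level. TTR (log2 change 7.61, adjusted p 2.7e-06) and MTTP (7.09, adjusted p 5.1e-08) rose most, while CER1 (-6.71, adjusted p 4.7e-08) and PPIAP46 (-6.70, adjusted p 5.8e-10) fell most. PPIAP46 is a processed pseudogene that overlaps CYP11A1, so its reads are uncertain.

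Day 7 against day 5 called 838 genes, 630 higher and 208 lower, and 887 with the replicate number as a block. Same-numbered wells deviated together with a mean correlation of 0.102 over 4 pairs. On TPM 63.5% of calls were higher against 75.2%. CGA (log2 change 8.10, adjusted p 5.8e-09) and the sarcomere gene MYBPC3 rose most. MYBPC3 went from 2.15 ± 0.622 to 106 ± 25.3 CPM (SD, n = 5 each, adjusted p 3.4e-11). HOXB1 (-4.01, adjusted p 4e-07) fell most.

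Day 9 against day 7 called 293 genes, 233 higher and 60 lower. The block fit called 360, with a mean correlation of same-numbered wells of 0.218 over 5 pairs. A fit of these groups alone called 527. SERPINA5 (log2 change 3.76, SE 0.76, adjusted p 0.0032) and SERPINA1 (3.57, SE 0.83, adjusted p 0.012) rose most, and SERPINA5 shares its locus with SERPINA4. DPPA4 (-1.29, adjusted p 0.0057) and TMSB15A (-1.20, adjusted p 0.027) fell most.

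Across the first 9 days the comparison of day 9 with day 0 called 3934 genes higher and 3344 lower. All 5 pluripotency genes were lower. POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) fell from 1434 ± 44.7 (SD, n = 3) to 2.79 ± 1.48 CPM (SD, n = 5), a log2 change of -9.01 (SE 0.63, adjusted p 1.7e-14). NANOG changed by -8.43, SOX2 by -7.77, DNMT3B by -4.90 and LIN28A by -2.18, with adjusted p values of 9.5e-09 or lower. LIN28A was still at 425 ± 34.1 CPM at day 9 (SD, n = 5). The order of the falls differed. At day 1, NANOG was 165 ± 12.9 CPM against 107 ± 11.9 at day 0, while SOX2 was 43.6 ± 12.7 against 292 ± 20.8 (SD, n = 3 each). The rise of NANOG did not pass in the fit of all libraries (log2 change 0.63, adjusted p 0.22) but did in a fit of these groups alone (adjusted p 0.00012), and the fall of SOX2 did (-2.74, adjusted p 0.0097).

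All 7 progenitor genes were higher at day 9 than at day 0. NKX2-5 (ENSG00000183072, chromosome 5, 173232109 to 173235357) rose from 0.912 ± 0.186 (SD, n = 3) to 123 ± 42.9 CPM (SD, n = 5), a log2 change of 7.06 (SE 0.56, adjusted p 5.9e-13). TBX5 changed by 8.15, HAND1 by 7.79, GATA4 by 7.54, MEF2C by 5.98, PDGFRA by 5.04 and ISL1 by 4.34, each with an adjusted p of 6.5e-09 or lower. PDGFRA peaked earlier, at 1120 ± 286 CPM at day 5 (SD, n = 5) against 262 ± 70.8 at day 9 (SD, n = 5). TBX5 and MEF2C have antisense genes at their loci.

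The 5 sarcomere genes were also all higher at day 9. TNNT2 (ENSG00000118194, chromosome 1, 201359008 to 201377762) rose from 6.86 ± 0.828 (SD, n = 3) to 996 ± 255 CPM (SD, n = 5), a log2 change of 7.18 (SE 0.39, adjusted p 1.4e-17). MYH6 changed by 8.72, MYL7 by 8.58, TNNI1 by 7.75 and ACTN2 by 6.89, with adjusted p values of 1.6e-12 or lower. MYH6 and MYH7 are neighbouring genes of near-identical sequence, so reads could be split between them. In wells up to day 3 the low levels of TNNT2 and MYH7 followed their level in the sequencing lane, so day 0 levels of such genes are upper bounds. NPPA (log2 change 9.61, adjusted p 4.7e-09) and HABP2 (9.53, adjusted p 1.4e-06) had the largest rises of this comparison. CCL26, with 0 counts at day 9, fell at least 59.7-fold and PRDM14 changed by -10.05.

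Of 4 genes of other lineages, 3 changed at a list-adjusted p under 0.05. FOXA2 rose from 0.113 ± 0.0512 (SD, n = 3) to 26.5 ± 7.26 CPM (SD, n = 5), a log2 change of 7.81 (adjusted p 4.9e-13), and SOX17 by 4.42 (adjusted p 5.4e-08). PAX6 changed by -2.13 with a list-adjusted p of 0.043 and an adjusted p over all genes of 0.064, so only 2 of the 3 passed over all genes. SOX1 was near the floor in both groups.

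**Figure D3:**
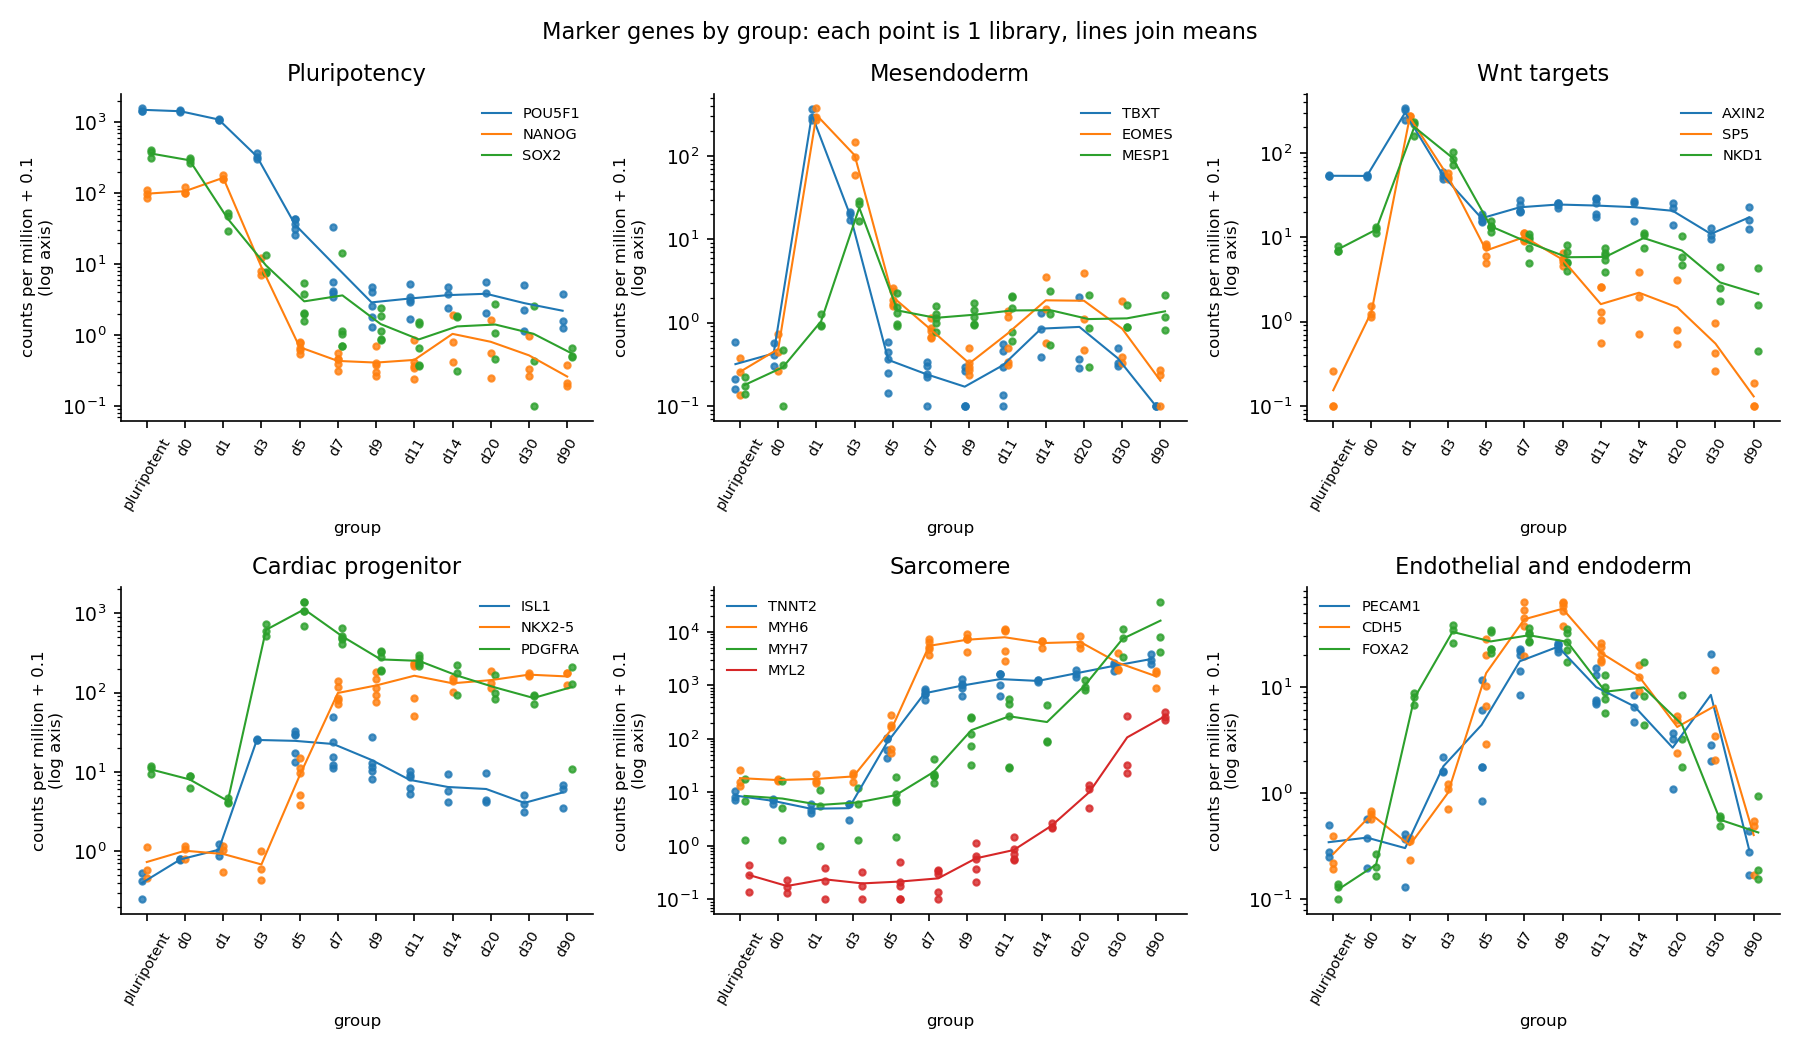
Marker genes in CPM plus 0.1 on a log axis by group, with 1 point per library and lines through group means. TBXT reaches 311 CPM at day 1 and 19.5 at day 3, POU5F1 goes from 1434 CPM at day 0 to 2.79 at day 9, and TNNT2 from 6.86 to 996.

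For day 11 against day 9, 375 genes were called, 91 higher (24.3%) and 284 lower, against 61.5% higher of 13 on TPM. The block fit called 427, with a mean correlation of same-numbered wells of 0.133 over 2 pairs. ABAT (log2 change 1.52, adjusted p 0.00039) and TECRL (1.49, adjusted p 0.0018) rose most. APELA (-2.31, adjusted p 0.0036) and HES1 (-1.47, adjusted p 3.7e-05) fell most.

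Day 14 against day 11 gave 160 calls, 111 higher (69.4%) and 49 lower, against 92% higher of 25 on TPM. With the block 0 genes were called, 2352 having an unadjusted p under 0.05, and same-numbered wells correlated at 0.222 over 2 pairs. MT1E rose most (log2 change 3.72, adjusted p 0.0043), but its SD at day 14 was 13.6 around a mean of 9.28 CPM (n = 3). CAV1 (1.77, adjusted p 0.048) and DPH5 (-1.11, adjusted p 0.022) had CPM ranges that overlapped between the groups, although their TPM ranges did not. Only 1 fallen gene met the naming rule.

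Day 20 against day 14 gave 11 calls, all higher, while RLE scaling gave 13 with 84.6% higher and DESeq2 36 with 69.4%. Across fits that each left out one replicate, the share ran from 43.4% of 175 calls (without day 20 replicate 3) to 100%, so the direction depended on single wells. The block fit called 68, with 77.9% higher, and same-numbered wells correlated at 0.582 over 2 pairs. The wells of each pair also shared their lane and were alike in integrity and depth. HSPB3 rose from 4.16 ± 1.57 to 32.1 ± 1.28 CPM (SD, n = 3 each, log2 change 2.91, adjusted p 0.0012). TRDN-AS1, antisense to TRDN, rose by 2.81 (adjusted p 0.01).

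Day 30 against day 20 called 174 genes higher and 289 lower, 37.6% higher against 64.2% on TPM. MGP (log2 change 4.03, adjusted p 0.0033) and MYL2 (3.38, adjusted p 0.0015) rose most, and AHSG (-5.48, adjusted p 0.03) and GNRH2 (-4.55, adjusted p 0.0065) fell most. MYL2 at day 30 was 107 ± 137 CPM (SD, n = 3), a spread larger than the mean. Day 90 against day 30 called 608 genes higher and 560 lower. ELN (log2 change 5.75, adjusted p 2e-07) and ALAS2 (5.04, adjusted p 6.4e-08) rose most. LRRC4 (-4.50, adjusted p 0.00013) and CHAC1 (-3.64, adjusted p 0.00046) fell most, with day 30 SDs of 80.2 and 69.0 CPM (n = 3) above their means of 54.0 and 47.3. The CPM ranges of CHAC1 overlapped. When only the compared groups were fitted, 0 genes were called for each of the 3 steps from day 11 to day 30 and 3 from day 30 to day 90. The unadjusted p was then under 0.05 for 2145, 390, 1054 and 1958 genes. The fit of all 44 libraries had a common dispersion of 0.0953. Within days 14, 20, 30 and 90 alone it was 0.257, 0.314, 0.341 and 0.174. Adjusted p values given for these late steps may therefore be too small.

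Day 90 against day 9 compared the longest culture with the progenitor stage and called 2739 genes higher and 2746 lower. The block fit called 5548, with a mean correlation of same-numbered wells of 0.126 over 2 pairs, and it changed the list counts below only for proliferation (1 gene). All 5 maturation genes were higher, with and without the block. MYL2 (ENSG00000111245, chromosome 12, 110910819 to 110920722) rose from 0.487 ± 0.347 (SD, n = 5) to 266 ± 49.3 CPM (SD, n = 3), a log2 change of 9.11 (SE 0.67, adjusted p 1.9e-13). MYH7 changed by 6.80 (SE 1.02), PLN by 4.40, TNNI3 by 3.81 and RYR2 by 2.08, with adjusted p values of 1.3e-05 or lower. MYH7 at day 90 was 16278 ± 17595 CPM (SD, n = 3), so its level was poorly determined although all wells lay above those of day 9. The same holds for RYR2, which was 1135.5 ± 1090.5 CPM at day 90 (SD, n = 3), from 451 to 2393. TNNI3 overlaps AC010327.1 and PLN overlaps CEP85L, so both are uncertain to that extent.

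Of 5 proliferation genes, 0 passed over the list, and 1 had an unadjusted p under 0.05. That gene, PCNA, was higher by 0.87 (SE 0.33) with an adjusted p of 0.032 over all genes and 0.057 over the list. MKI67, TOP2A, CCNB1 and CDK1 had log2 changes between -0.54 and -0.19 and list-adjusted p values from 0.35 to 0.64. CDK1 changed sign under the block fit. Of 5 genes of other cardiac cell types, 2 changed with and without the block, both endothelial. PECAM1 (ENSG00000261371, chromosome 17, 64319415 to 64413776) fell from 23.8 ± 1.75 (SD, n = 5) to 0.195 ± 0.134 CPM (SD, n = 3), a log2 change of -6.85 (SE 0.92, adjusted p 1.6e-07). CDH5 changed by -7.37 (SE 0.73, adjusted p 2.7e-10). ACTA2, TAGLN and COL1A1 had list-adjusted p values from 0.26 to 0.84, and the direction of ACTA2 and COL1A1 changed between settings. ASB11 rose at least 785-fold and KRT4 by a log2 change of 10.17 (adjusted p 8.1e-11). KRT4 ranged from 1.25 to 152 CPM among the 3 wells of day 90. APOA2 (-8.73, adjusted p 1.5e-08) and RBP4 (-8.31, adjusted p 0.0011) fell most, and RBP4 at day 9 had a range from 1.14 to 164 CPM.

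Ratios of isoform genes of the sarcomere were taken within a library, which removes library scaling. In RNA of whole wells they cannot separate a change within cells from a change in the mix of cells. Between day 20 and day 90 the mean log2 ratio of MYH7 to MYH6 went from -2.77 ± 0.615 to 2.84 ± 2.12 (SD, n = 3 each), a difference of 5.61. TNNI3 to TNNI1 went from -4.24 ± 0.811 to -1.86 ± 0.583, a difference of 2.38, and MYL2 to MYL7 from -7.95 ± 0.167 to -5.15 ± 0.398, a difference of 2.81 (SD, n = 3 each). In each case all day 90 wells lay above all day 20 wells, and the two-sided exact permutation p was 0.1 (n = 3 each), the smallest this design allows, with an adjusted p of 0.125. No lane holds wells of both days. Within lane 4, MYH7 to MYH6 was -4.98 in the day 9 well and 5.25 in the day 90 well, and in lanes 2 and 3 it went from -2.95 and -3.28 at day 20 to 2.48 and 1.81 at day 30, so the lane alone does not account for that shift.

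**Figure D4:**
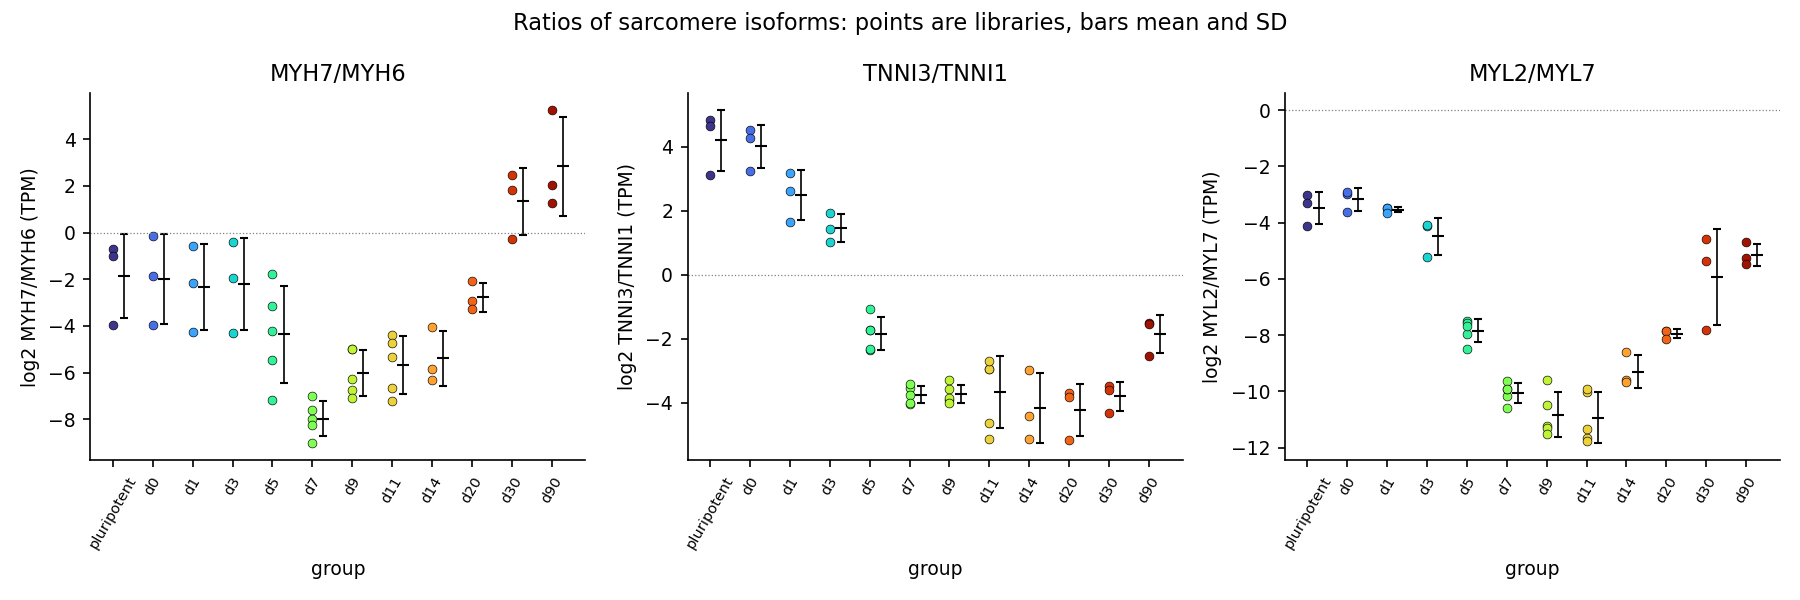
Log2 ratios of TPM of MYH7 to MYH6, TNNI3 to TNNI1 and MYL2 to MYL7 by group, with 1 point per library and bars for mean and SD. MYH7 to MYH6 lies between -3.28 and -2.09 in the day 20 wells and between 1.25 and 5.25 in the day 90 wells.

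The 37 mitochondrially encoded genes held 0.316 ± 0.0618% of counts at day 0 (SD, n = 3), 0.409 ± 0.142% at day 9 (SD, n = 5) and 1.55 ± 0.748% at day 90 (SD, n = 3). The day 0 and day 9 shares were not different beyond the spread between wells (two-sided exact permutation p 0.357, n = 3 and 5). Day 90 exceeded day 9 with an exact permutation p of 0.0357 (n = 3 and 5), the smallest this design allows, and an adjusted p of 0.125. Within lane 4 the single day 90 and day 9 wells had 2.36% and 0.317%, and in lane 5 the means of 2 wells each were 1.14% and 0.360%. For day 9 against day 0, lane 1 held 0.605% and 0.386% and lane 4 held 0.317% and 0.271%, with 1 well each. Day 20 wells ranged from 0.819% to 4.56%, wider than the difference between days 9 and 90. For the day 20 library with the lowest total, 6937136 counts, the 95% Wilson interval of its share spanned 4.55% to 4.58%.

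The integrity number was under 9 in 11 libraries, 1 each at days 5, 9 and 30 and 2 each at days 11, 14, 20 and 90. At least 1 count was found for 26490 ± 2053 genes per library (SD, n = 44). The 380 olfactory receptor genes, which serve here as a background measure, took 5.41 ± 6.72 CPM of unscaled counts (SD, n = 44).

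**Figure D5:**
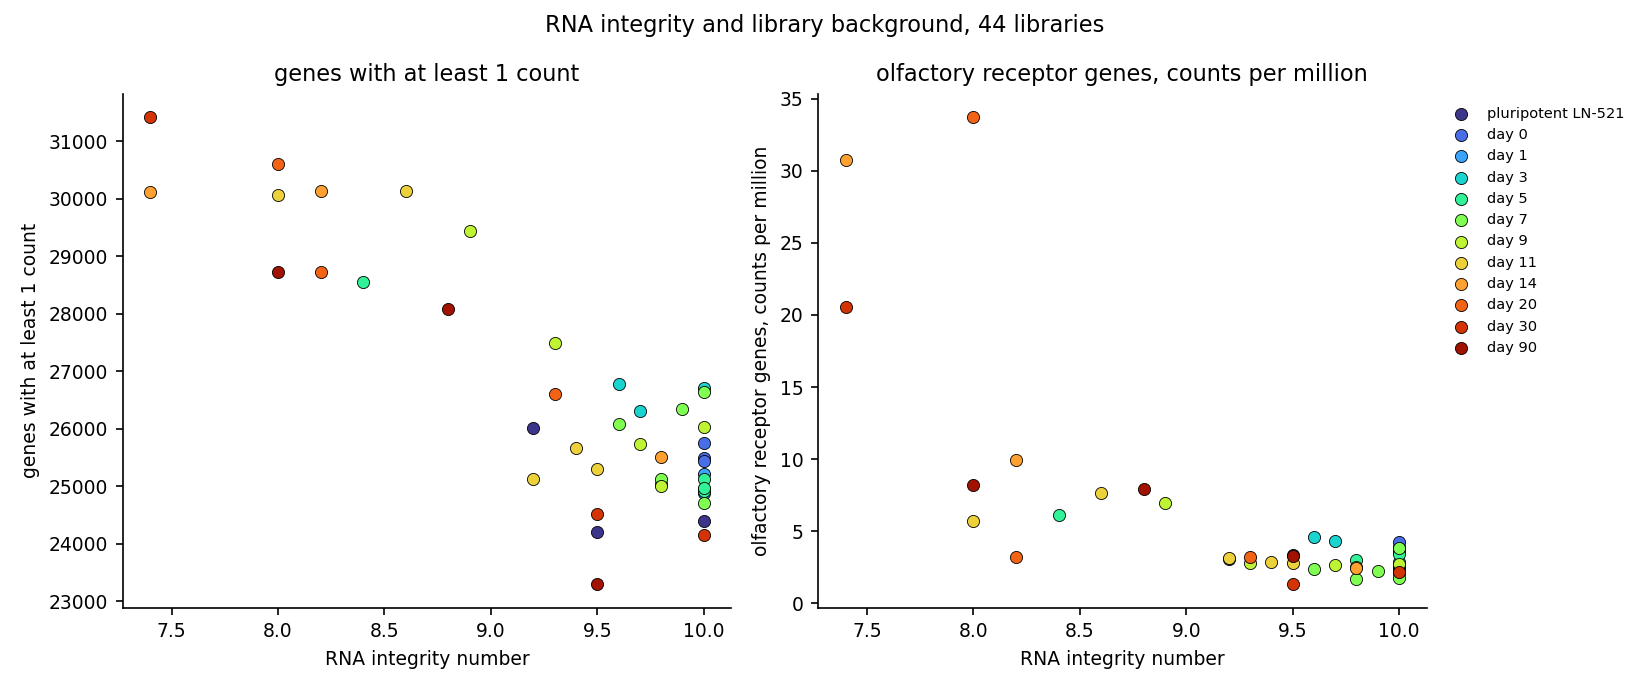
Number of genes with at least 1 count (left) and CPM of 380 olfactory receptor genes (right) against the RNA integrity number, with 1 point per library coloured by group. Libraries range from 23290 to 31428 genes and from 1.31 to 33.7 CPM, and the highest values of both lie at integrity numbers under 9.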

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

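Every test in this part was chosen after the result it bears on had been seen. Among 106 values in groups of 5 libraries, 7 had one library whose gap to its nearest neighbour, relative to the range of the group, was above Dixon's 95% critical value. By chance 5.3 would be expected. The 7 fell on day 5 replicate 5, on day 9 replicates 1, 10, 3 and 4 (1 each) and on day 9 replicate 2 (2 values). These values cover a gene only in the groups of its own comparison. The same rule on all list genes in all groups of 5, added later, flagged 13 of 207 values with 10.35 expected by chance, and 5 of the 13 fell on day 7 replicate 10. There POU5F1 was at 33.7 CPM against 3.34 to 5.57 in the other wells, SOX2 at 14.5 against 0.592 to 1.03, MYH7 at 42.7 against 14.8 to 22.3, TAGLN at 328.5 against 142 to 178 and COL1A1 at 284.6 against 603 to 684. This library stands apart from its group, and the cause was not tested.

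Day 5 replicate 5 had 17558 genes with at least 10 counts, against 17304 to 17362 in the other 4 libraries. Its integrity number was 10 and its depth 24313362 counts. After thinning all 5 libraries to 21139466 counts it had 17211 genes, within the 16829 to 17362 of the others, so its own gap over the range was 0. Replicates 1 and 2 were deeper (25559477 and 25674580 counts) and yet had fewer genes before thinning, so depth alone does not account for the value, and its cause was not found.

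ISL1 was at 27.6 CPM in day 9 replicate 10, against 8.01 to 12.8 in the other 4 wells. With TPM rescaled to protein-coding genes the gap over the range was 0.645, against 0.754 on CPM and a critical value of 0.71. Crossing that limit so narrowly does not show that scaling is the cause. The well of the same number was also highest at day 7 (49.4 against 11.1 to 23.7), so the deviation recurs with the replicate number, and both wells were in lane 4. Replicate 10 was also highest at day 30 (5.08 CPM against 3.01 and 3.79), again in lane 4. Lane 4 wells of other numbers were highest at day 5 (32.3 CPM against 13.2 to 30.3), day 0 (0.699) and in pluripotent cells (0.429). They were not raised at day 11 (8.56 CPM, within 5.21 to 10.1) and day 90 (3.41, the lowest). A part of the lane is therefore not excluded, and the cause is open. KRT4 was at 0.236 CPM in day 9 replicate 3, against at most 0.0673 elsewhere, and the rescaled gap was 0.586. That well has the lowest integrity number of day 9 (8.9), and the level amounts to a few counts, so counting noise may account for it.

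TBX5 was at 76.2 CPM in day 9 replicate 1, against 37.5 to 46.3. CDK1 was at 62.1 CPM in replicate 2, against 43.1 to 48.5. SERPINA5 was at 78.4 CPM in replicate 4, against 23.0 to 33.1. With TPM rescaled to protein-coding genes the gaps over the range were 0.800, 0.781 and 0.810, all above the critical value, so scaling does not account for these. SERPINA5 shares its locus with SERPINA4 and TBX5 with an antisense gene, and reads shared between them were not tested. TBX5 was also highest in replicate 1 at day 5 (65.9 CPM against at most 59.4) and day 7 (67.9 against at most 55.9). At day 11 it ranked 4 (62.4), and all these wells were in lane 1. Of the later groups with that number, replicate 1 was highest at day 30 (74.4 CPM, lane 2). At day 20 it was not (52.1 CPM against 39.2 and 88.6, lane 1). Whether this recurrence exceeds chance was not tested. CDK1 in replicate 2 was also highest at day 11 and day 90 (57.4 CPM against 28.2 and 41.9), but in no other group with that number. SERPINA5 in replicate 4 ranked 3 at days 5 and 7 but was highest at day 90 (17.2 CPM, lowest well 0.0896). For CDK1 and SERPINA5 neither chance, given the expected 5.3, nor a recurrence with the replicate number is excluded.

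RBP4 was at 164 CPM in day 9 replicate 2, against 1.14 to 27.1 in the other wells. Rescaling left a gap of 0.848, so scaling does not account for it. For the hypothesis that this well held more endoderm-derived cells, 6 other genes of liver-secreted proteins were examined (ALB, AFP, APOA1, APOB, FGB and TF), a list written before their values were looked up. All 6 of the 6 had their highest day 9 value in replicate 2. RBP4 was also highest in replicate 2 at day 7 (27.8 CPM against at most 27.1) and day 11 (146 against at most 69.5), and second at day 5. FOXA2 and SOX17, which also mark endoderm, were not raised in that well (22.0 CPM within 17.2 to 35.1, and 4.65 within 3.59 to 5.99), which goes against a larger share of all endoderm-derived cells. The genes may rise together in one cell type and are not independent, and a mislabelled or mixed well was not tested, so more hepatic-type cells in that well is a weak hypothesis at most.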

How the results depend on the processing

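The alternatives were fixed before the data were examined, except the lane and integrity covariates, the integrity limit, TPM rescaled to protein-coding genes, the log2 CPM components and the comparison of same-numbered wells only, which were chosen after seeing the data. For the 13 counts of called genes and the 11 lists, the 5 single-value comparisons included, 181 of 230 values under other settings stayed within 1.5 times or on the same side of the threshold, 48 moved and 1 was weaker. Of the 943 values of named genes under other settings, 892 kept their direction and side, 31 were weaker, 14 stronger and 6 reversed. The cause was not tested for any change below unless a value is given.

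Without a fold change threshold the counts rose to 1349 for day 0 against pluripotent cells, then 5077, 6579, 4018, 1353, 453 and 778 for the following steps to day 11, 1955 for day 90 against day 30, 10935 for day 9 against day 0 and 8818 for day 90 against day 9. Limma on log2(TPM + 1) called 45, 974, 1717, 1050, 260, 28, 13, 25 and 67 genes for the steps to day 14 and for day 30 against day 20, in order, and 3739 and 2787 for the long comparisons. Rescaled TPM gave 53.8% higher calls for day 9 against day 0, close to counts.

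Fits of only the compared groups called 1792 genes for day 0 against pluripotent cells, 527 for day 9 against day 7, 3 for day 90 against day 30, and 0 for each step from day 11 to day 30. Beside the 0s, 2145, 390 and 1054 genes had an unadjusted p under 0.05. Day 14 against day 11 gave 385 with DESeq2, 12 with the lane as covariate and 83 with the integrity number as covariate. Day 20 against day 14 gave 36 with DESeq2, 22 without a filter and 19 with the lane. Day 90 against day 30 gave 730 with the lane, which is tied to the day there.

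With the replicate number as a block the counts were 802, 3210, 4221, 2258, 887, 360 and 427 for the steps to day 11, then 0 for day 14 against day 11 (2352 at an unadjusted p under 0.05), 68, 416 and 1336 for the later steps, and 7271 and 5548 for the long comparisons. The mean correlation of same-numbered wells was within 0.1 of 0 for day 0 against pluripotent cells (0.0409), day 1 against day 0 (-0.00252), day 3 against day 1 (0.0458), day 5 against day 3 (-0.00665), day 30 against day 20 (0.0788) and day 9 against day 0 (0.000826). Day 90 and day 30 share 0 numbers, so the block there rests on other groups. The list counts with the block were 5 pluripotency, 4 mesendoderm, 4 and 4 Wnt target, 7 progenitor, 5 sarcomere, 5 maturation, 3 other-lineage and 2 non-myocyte genes, as without it. Between same-numbered wells only, the mitochondrially encoded share differed by 0.127 points for day 9 against day 0 (3 pairs, from -0.0315 to 0.219, exact sign-flip p 0.5, smallest possible 0.25) and by 1.30 for day 90 against day 9 (2 pairs, p 0.5, the smallest possible). For the isoform ratios days 20 and 90 share 1 number only, so no paired test was possible.

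The proliferation list, with 0 genes, gave 1 with RLE, 1 with DESeq2, 1 without a filter, 1 with the strict filter, 2 in the fit of the compared groups and 1 with the replicate block. The laminin and integrin list, also 0, gave 2 with RLE, 2 with DESeq2, 2 without a filter, 2 with the strict filter, 5 in the fit of the compared groups and 2 with the replicate block.

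Signs changed for 5 genes, none of them called. CDK1 was 0.16 and ACTA2 0.11 with the block, COL1A1 was -0.50 on TPM, LAMB2 was -0.0363 with the integrity number as covariate, and LAMC1 was -0.0608 with the lane and -0.0439 with the integrity number. Across fits that each left out one replicate, CDK1 ran from -0.47 to 0.0290, ACTA2 from -0.65 to 0.45 and COL1A1 from -0.21 to 0.87.

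Across fits that each left out one replicate, counts ran from 264 to 421 for day 0 against pluripotent cells, 2431 to 2724 for day 1 against day 0, 3495 to 3862 for day 3 against day 1, 1718 to 2295 for day 5 against day 3, 711 to 862 for day 7 against day 5, 201 to 291 for day 9 against day 7 and 203 to 439 for day 11 against day 9. Later they ran from 2 to 1252 for day 14 against day 11, 3 to 175 for day 20 against day 14, 352 to 958 for day 30 against day 20, 742 to 1819 for day 90 against day 30, 6678 to 7230 for day 9 against day 0 and 4914 to 5555 for day 90 against day 9. List counts ran from 3 to 4 for Wnt targets at day 5, 0 to 1 for proliferation, 2 to 3 for other lineages and 2 to 3 for non-myocyte genes, and did not move for the other lists. The difference in mitochondrially encoded share ran from 0.0447 to 0.136 points for day 9 against day 0 and from 0.732 to 1.47 for day 90 against day 9, with exact permutation p from 0.0571 to 0.0952 in the latter. These are the smallest p values possible with 1 well fewer, so they say nothing about stability, and the adjusted p was 0.125 with all wells. The differences in log2 ratio ran from 4.40 to 6.40 for MYH7 to MYH6, 1.91 to 2.72 for TNNI3 to TNNI1 and 2.59 to 2.97 for MYL2 to MYL7, each with p 0.2, the smallest possible for 2 against 3 wells. Of 788 values of named genes, 743 kept direction and side, 40 were weaker, 1 stronger and 4 reversed.

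Other splits of the wells of 2 groups, parting as many same-numbered pairs as the real one and fitted on those groups alone, tested whether chance alone could give as many calls. Only the real split, 1 of the splits, gave as many genes for day 0 against pluripotent cells, day 1 against day 0 and day 3 against day 1 (1 of 4 each), day 5 against day 3 and day 9 against day 0 (1 of 8 each), day 7 against day 5, day 9 against day 7 and day 90 against day 9 (1 of 16 each), and day 90 against day 30 (1 of 10). For day 11 against day 9 it was 1 of 40, and only that design could go under a share of 0.05. With 0 calls in the real split, all of them did for day 14 against day 11 (16 of 16), day 20 against day 14 (4 of 4) and day 30 against day 20 (4 of 4). Among lists, 2 of 8 splits gave as many pluripotency genes and 2 of 16 as many maturation genes. In both cases the other split kept all wells of the smaller group together, on the side of 2 day 9 wells, and followed no lane. For the other 9 lists only the real split gave as many.

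The share of variance on the first component, 41.0%, was 39.3% with a pseudocount of 0.1, 37.8% with all genes above 0 and 38.2% on log2 CPM, and the median Spearman correlation between replicates was 0.910 with all genes above 0 against 0.963.

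Depth limited the late groups most. The libraries with the lowest totals, 6937136 and 8679308 counts, lie at days 20 and 14, and a level under 0.410 CPM is below 3 counts in the former.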

Other observations

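The integrity limit of 9, the relations with integrity and with principal components, the tests of reads from the same lane, the liver gene list, and the tests of NANOG pseudogenes and of spread between wells were all chosen after the results that prompted them. The 6 liver genes' own values had not been seen when their list was written. The definition of a detected gene was also changed after a result, as stated below.

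Libraries with an integrity number under 9 differed from libraries of the same day in a similar way on different days. On 7 days with both kinds of library (11 under 9 in all), the difference over all tested genes correlated between days with a median of 0.326, from 0.0652 to 0.553, and was above 0 for 21 of 21 pairs of days. These correlations are across genes, which are not independent replicates. RNA degradation would give such a shared profile. Genomic DNA in the library is a further candidate explanation. Olfactory receptor genes had a higher CPM in the low-integrity libraries on 7 of 7 days, for example 20.4 against 2.43 at day 14, and long intergenic RNAs (median log2 difference 0.25) and transcripts annotated as still to be tested (0.36) were higher. MT-ND6 was higher by 4.00, while 5.8S ribosomal RNA genes differed by -3.24 and several small nucleolar RNAs were lower. A difference in stage gave a median correlation of 0.106 with the change from day 9 to day 90, just above the limit of 0.1 set for ruling it out. Degradation, genomic DNA and stage therefore cannot be told apart.

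In all, 5 relations with the integrity number were computed on deviations from group means (n = 44, two-sided permutation p within groups). For genes with at least 10 counts no relation was found (Pearson's r -0.11, permutation p 0.54, adjusted p 0.54, Spearman's rho -0.16, p 0.39). The measure was then changed to genes with at least 1 count, the definition under which the pattern had first been noticed, so the following result is the favoured one of a pair. It gave r -0.90 (permutation p 1e-05, the smallest that 100000 permutations can give, adjusted p 5e-05), rho -0.88 (p 1e-05) and r -0.87 without the 2 libraries farthest from the median. Within lanes 1 to 5 r was -0.75, -0.90, -0.94, -0.98 and -0.90. For at least 10 counts the lanes gave -0.59, 0.45, -0.0685, -0.57 and -0.10. Depth was the first explanation tested. The partial correlation given log2 total counts was -0.85 for at least 1 count and -0.53 for at least 10, where depth as the cause would have brought it to 0 or above. Low-integrity libraries thus showed more genes at very low counts. For at least 10 counts the relation appeared only with depth held, and no p value was computed for the partial correlations.

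The integrity number also rose with log2 total counts (r 0.63, permutation p 0.0037, adjusted p 0.0091, rho 0.57, p 0.0044, and r 0.50 without 2 libraries). Lanes 1 to 5 gave 0.0593, 0.74, 0.88, 0.58 and 0.44, so it was absent in lane 1. With the mitochondrially encoded share r was -0.58 (permutation p 0.031, adjusted p 0.052, rho -0.36, p 0.082, and r -0.41 without 2 libraries), which does not pass adjustment. Its sign differed between lanes, from -0.90 in lane 3 to 0.39 in lane 1. The protein-coding percent of TPM showed no relation (r -0.26, permutation p 0.24, adjusted p 0.3, rho -0.36, p 0.065, and r -0.19 without 2 libraries), with lane values from -0.59 to -0.0603.

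For principal components, 8 relations were computed the same way. On TPM the first and second components followed the protein-coding percent of TPM (r -0.94 and -0.97, permutation p 1e-05 each, the smallest possible, adjusted p 4e-05, rho -0.94 and -0.96, and r -0.93 and -0.96 without 2 libraries). All TPM values of a library shrink when structural RNA takes more of its fixed sum, so this is largely built into the unit. On log2 CPM these correlations were 0.18 (p 0.32, adjusted p 0.32) for the first (rho 0.15, p 0.42, and r 0.21 without 2 libraries). For the second r was 0.42 (p 0.027, adjusted p 0.053), rho 0.49 (p 0.0072, adjusted p 0.014) and r 0.50 without 2 libraries, so this relation passes on ranks only. The second component of log2 CPM followed more closely the integrity number (r -0.80, permutation p 8e-05, adjusted p 0.00021, rho -0.80, p 4e-05, and r -0.74 without 2 libraries), with -0.69, -0.78, -0.83, -0.84 and -0.77 in lanes 1 to 5. The remaining 3 relations, of integrity with both TPM components and with the first of log2 CPM, had adjusted p values from 0.24 to 0.32. The axis that separates days 5 to 7 from days 30 to 90 thus also carries a difference between wells of the same day that goes with integrity.

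Day 11 replicates 1 and 2, with integrity numbers of 8.6 and 8, differed from replicates 5, 6 and 7 in the genes that part low- from high-integrity libraries on other days (correlation over genes 0.443). When the day 9 to day 11 comparison kept only libraries with an integrity number of at least 9 (4 and 3 wells), 978 genes were called against 291 in a fit of all wells of both days, a ratio of 3.36, and 234 genes were in both. Leaving out wells in this way was decided after seeing the data. With the integrity number as covariate in the fit of all libraries the count was 414 against 375, of which 299 were in both. Replicates 1 and 2 also differed from the others in stage markers, with 13.3 and 7.29 against 84.3 to 114 CPM for TNNI3, 30.1 and 29.1 against 273 to 552 for MYH7, and 80.9 and 77.8 against 18.8 to 23.6 for MKI67. A difference in stage or in the run is therefore not excluded, and it cannot be told apart from integrity here.

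In fits of only the compared groups, 0 genes were called for the steps between day 11 and day 30, with 2145, 390 and 1054 genes at an unadjusted p under 0.05. The lowest dispersion within the day 14, 20 and 30 groups was 3.93 times the highest of any group up to day 9. A larger spread between wells at those days is a candidate explanation, and the days also hold 5 of the 11 libraries with an integrity number under 9, so technical and biological spread cannot be told apart. The fit of all libraries had a common dispersion of 0.0953, below the 0.257, 0.314 and 0.341 within days 14, 20 and 30. Its p values for these steps may therefore be too small and its calls too many. Same-numbered wells deviated together with a mean correlation of 0.582 for days 14 and 20 (2 pairs, others -0.169), 0.222 for days 11 and 14 and 0.0788 for days 20 and 30. At days 14 and 20, replicate 2 had integrity numbers of 7.4 and 8 with 8679308 and 6937136 counts, both in lane 2. Replicate 3 had 9.8 and 9.3 with 27629409 and 27003888 counts, both in lane 3. The 0.582 therefore cannot be credited to the replicate number rather than to lane, integrity or depth. With the replicate block, in the fit of all libraries, 0, 68 and 416 genes were called for the 3 steps, against 160, 11 and 463 without it.

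For day 9 against day 0, 30.5% of the calls on TPM were higher against 54.1% on counts. TPM rescaled to protein-coding genes gave 53.8% of 4258 calls. Protein-coding genes held 30.3% of TPM at day 0 and 23.6% at day 9, and the RNA class with the signal recognition particle RNAs 43.9% and 46.6%. The shift of the TPM result is consistent with RNAs other than protein-coding taking a changing share of the fixed sum, and small structural RNAs are only part of these. Other comparisons were not tested.

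NANOG was 165 ± 12.9 CPM at day 1 and 107 ± 11.9 at day 0 (SD, n = 3 each) while SOX2 fell. The rise of NANOG did not pass adjustment (adjusted p 0.22 in edgeR's quasi-likelihood test over all genes). The summed reads of NANOG and its pseudogenes rose by 0.61 on the log2 scale, close to the 0.63 of NANOG alone, so reads shared with pseudogenes do not account for the difference. That test uses an estimate of spread shared by all 44 libraries, and the dispersion was 0.00613 within day 0 and 0.0192 within day 1 against 0.341 within day 30. In the fit of these groups alone the adjusted p was 0.00012, in limma on TPM 0.0054 and in the other settings 0.12 to 0.37, and the wells of the days did not overlap (99.9 to 121 against 158 to 180 CPM). Whether the rise passes therefore depends on the model.

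Genes of proteins that the liver secretes, such as TTR, APOA2, AHSG and RBP4, were among the largest changes. Of 6 other such genes, 6 were called higher at day 9 than at day 0, and 5 were called lower at day 90 than at day 9. AFP rose from 5.70 ± 2.73 (SD, n = 3) to 1355 ± 1662 CPM (SD, n = 5) and was 40.6 ± 62.9 at day 90 (SD, n = 3). APOB rose by 6.94 on the log2 scale (adjusted p 4.1e-06) and then changed by -7.07 (adjusted p 6e-06). ALB changed by -1.48 from day 9 to day 90 (adjusted p 0.33). FOXA2 rose over the same days as given in the report. The values are consistent with endoderm-derived cells in the day 9 wells and their loss by day 90. Expression of these genes within cardiac cells was not tested and cannot be excluded from bulk RNA.

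MYH7 was low in the pluripotent to day 3 groups and differed alike between same-numbered wells, which was noticed in the finished tables. It followed the sequencing lane. The 4 wells in lane 1 had 0.955 to 1.24 CPM of unscaled counts, 2 wells in lane 2 had 11.6 and 12.4, 3 wells in lane 3 had 5.31 to 6.38, 2 wells in lane 4 had 17.05 and 17.48, and the well in lane 5 had 6.64. Over all libraries of these lanes together MYH7 was at 173, 1491, 875, 2942 and 1228 CPM, so the early wells had 0.540 to 0.806% of the level of their lane. As deviations from group means these 12 wells correlated with their lane at 0.987 (1-sided exact permutation p 0.00077, the smallest possible with lanes exchanged within groups). Of 31 other genes with a lane level of at least 100 CPM and under 1% of it in early wells, 29 had a correlation above 0, with a median of 0.679 (1-sided exact p 0.00077). Reads of other libraries in the same lane are a candidate explanation for both. Low levels of genes that are abundant in lane neighbours are therefore upper bounds, and folds from them may be too small. Genes high in early wells and low in late ones were not tested for this.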
